A study of Homo sapiens with 5 samples. Its data were reported in "EWSR1::ATF1 Orchestrates the Clear Cell Sarcoma Transcriptome in Human Tumors and a Mouse Genetic Model" (2023).

How the data were processed

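RNA from 5 frozen human CCS tumors was made into stranded, poly(A)-selected libraries and sequenced as paired reads. The authors aligned the reads to hg38 with BWA-MEM, an aligner that does not model splicing, and counted reads per gene with featureCounts. The deposited values are raw counts per Ensembl gene, 1 column per tumor, with no normalization and no pooling of replicates. The settings for strand and for reads with several matches, the annotation release and any filter on genes are not stated. Reads over splice junctions or in near-identical copies of a gene can therefore be under-counted, and genes that share exons are uncertain.

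The table had 16759 genes. Of these, 16736 matched GENCODE release 44 by identifier, and names, positions, exon lengths and GC content were taken from that release. The other 23 held 0.0902% of the counts. 14379 were protein coding and 1195 were long noncoding RNAs, and 480 genes had 0 counts in all 5 tumors. That release has 20046 protein-coding genes, so many have no entry in the table. Only 1256 of the 20046 have identifiers beyond the last one in the table. All CPM values and shares of counts below therefore refer to the genes in the table, not to all genes. Genes without an entry, such as MLANA, TYR and TFAP2A, were not analysed here. A further 3 columns of the table matched no sample of the series and were not used in any step. The study compared tumors with muscle by DESeq2, and that contrast could not be fitted with the labelled samples alone, so an intercept-only design was used. Genes that can identify a person (chromosome Y, XIST, TSIX, HLA, immunoglobulin and T cell receptor segments, and genes often deleted in the germline) stayed in the library totals but were not named; 86 genes were left out in this way.

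All 5 tumors form a single group with replicate numbers from their titles. Total counts ran from 6570992 to 9855636. Counts were scaled by TMM in edgeR 4.0.16 (limma 3.58.1, R 4.3.3), and levels are given as CPM or log2(CPM + 1). Shares of counts have 95% Wilson intervals, and a count of 0 was given an upper limit of 3 counts. Genes with a mean of at least 1 CPM were kept for tests across genes. An intercept-only quasi-likelihood fit gave the common dispersion, and each gene's quasi-likelihood dispersion was compared with the trend fitted by limma's fitFDistRobustly, with Benjamini-Hochberg adjustment over genes. DESeq2 1.42.0 gave alternative size factors and dispersion outliers. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

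On simulated counts with no added variation, the variability test called 0 of 14307 genes. With 200 of 14287 genes given an added SD of 2 on the log2 scale it recovered 13% of them with 1 false call, and with an added SD of 4 (14128 genes) it recovered 71.5% with 5 false calls. Even there the test called mainly genes far more variable than the rest. In these simulations every unchanged gene had exactly the dispersion of the trend. In the tumors dispersion also differed widely between genes, and the fit had only 3.19 prior degrees of freedom (low where dispersions differ). The recovered shares therefore do not carry over to the tumors. Of 100 random lists of 12 genes, 6 passed the list test at an unadjusted p of 0.05, and 95 of 100 passed when given a shared shift with an SD of 1.

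Before the data were examined, 19 lists were fixed: study raised, study looped and study lowered, melanocytic, cell cycle, DNA replication, oxidative phosphorylation, TCA cycle, skeletal muscle, erythrocyte, T cell, macrophage, endothelial, fibroblast, adipocyte, keratinocyte, immediate early, hypoxia and interferon. The looped genes and most of the raised genes are named in the study's text. The raised genes FAT1, MOXD1, STC1 and HIF1A and all lowered genes were taken from the gene labels on its plot of human tumors against muscle, as names only. 4 genes are on more than 1 of the 19 lists. Each list with at least 4 members with a total of at least 10 counts was compared with 10000 random lists drawn within 20 bins of mean expression. A further 7 lists (epidermis, MITF targets, myelinating Schwann cell, hepatocyte, proximal tubule, TOP mRNAs without ribosomal proteins, stable cytoplasmic mRNAs) were written after the first results and before their own values were seen. They share 0 genes with the fixed lists. Ratios within tumors used exact sign-flip permutation tests.

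Genes are named by a rule also fixed beforehand: EWSR1, ATF1, CREB1 and the members of the study's lists; the 10 highest mean levels; the 10 most variable among genes past the variability threshold, of which there were 0; the 5 steadiest with a mean of at least 100 CPM; and the 2 most variable members of each list past its threshold. Other genes are said to have been chosen after their values were seen. Members of the study's lists near the detection limit are summarised. Some genes that the rule selects are not reported here.

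Alternatives fixed beforehand were DESeq2 size factors or total counts in place of TMM, a minimum mean of 0.1 or 5 CPM, a pseudocount of 0.25, a non-robust trend, DESeq2 dispersion outliers, leaving out mitochondrial and the 100 most abundant genes, values per kb of exon, list members with a mean of at least 1 CPM, and leaving out each tumor in turn. Relative to TMM, scaling by total counts moved log2 levels by 0.11 in tumor 1 and by -0.09 in tumor 4, and DESeq2 size factors by at most 0.04. The ribosomal protein share without abundant genes was added after seeing the data.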

Results

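Bulk RNA sequencing was performed on 5 frozen human clear cell sarcomas (CCS). CCS is a soft tissue sarcoma that often expresses genes of the melanocyte lineage. In most cases it carries a fusion of the EWSR1 gene with ATF1, a transcription factor related to CREB1 and CREM. Rare cases carry a fusion with CREB1 or CREM instead. The deposited table gave raw counts per Ensembl gene for each tumor. The labels place all 5 tumors in a single group, so the comparisons below are between tumors, between genes within a tumor, and between gene lists and random lists of genes. Muscle controls were not used here. Total gene counts were 6570992 in tumor 1, 9829648 in tumor 2, 9467380 in tumor 3, 8468349 in tumor 4 and 9855636 in tumor 5. Between 13364 and 14466 genes had at least 10 counts in a tumor, with the highest number in tumor 5. A gene listed at 0 has an upper limit of 3 counts of the total, which is at most 4.57e-05% of a library. Intervals and this limit cover counting error only.

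It was first asked whether any library had been deposited more than 1 time. For each of the 10 pairs of tumors, a Poisson chi-square over genes was computed from the counts. The chi-square per degree of freedom lay between 87.5, for tumors 2 and 3, and 256, for tumors 1 and 2. Every pair differed by far more than sampling noise, so no library was a copy of another. This does not test whether separate libraries came from different tumors, for which the labels were taken, and the 5 samples were treated as 5 replicates. Across 14598 genes with a mean of at least 1 CPM (counts per 1000000 counts of the scaled library), Spearman's rank correlation between a pair of tumors, taken across genes, had a median of 0.788 and a range from 0.723 to 0.910. Genes are not independent replicates, and these values describe the pairs. Tumors 2 and 3 were the closest pair, with 18.9% of genes more than 2-fold apart, and tumors 1 and 3 had the highest such share, 44.6%. The first principal component held 41.6% of the variance and placed tumor 1 at 125.6, with the other tumors between -68.03 and 9.46.

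The classes of RNA that made up the counts differed between tumors. Mitochondrially encoded genes took 7.44% ± 2.49 of the counts (SD, n = 5). The share was 4.31% in tumor 1 (95% Wilson interval 4.29 to 4.33) and 11.2% in tumor 4 (11.1 to 11.2). Ribosomal protein genes took 4.31% ± 2.70 (SD, n = 5). Their share was 1.07% in tumor 1 (1.06 to 1.08), 6.49% in tumor 2 (6.470 to 6.501), 7.63% in tumor 3 (7.61 to 7.65), 2.73% in tumor 4 (2.72 to 2.74) and 3.66% in tumor 5 (3.65 to 3.67). The nuclear long noncoding RNA MALAT1 took 2.20% ± 0.588 (SD, n = 5). Each of these ranges between tumors was wider than the counting intervals of single libraries.

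**Figure D1:**
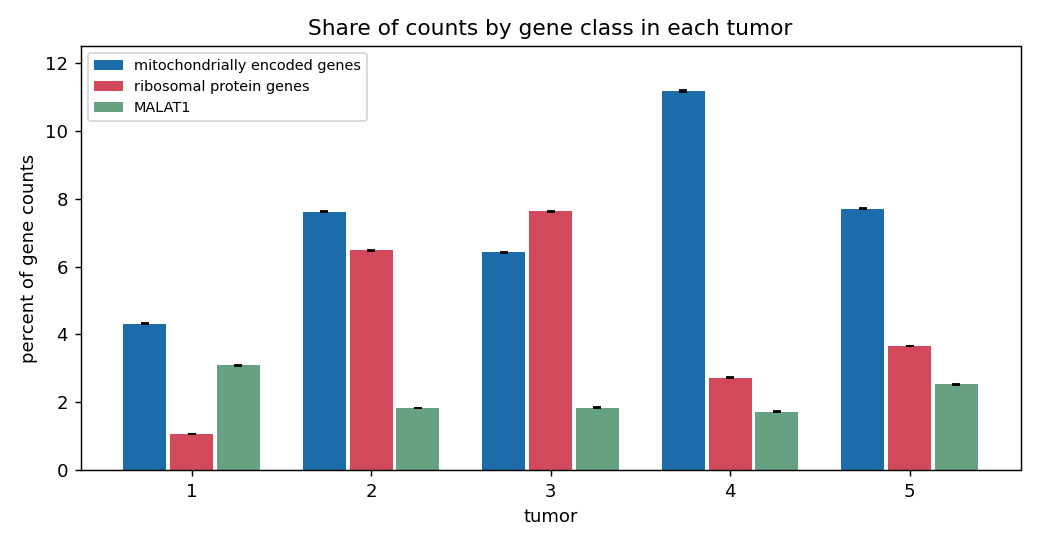
Percent of gene counts (vertical axis) taken by mitochondrially encoded genes, ribosomal protein genes and MALAT1 in each of the 5 tumors (horizontal axis); bars are single libraries and error bars are 95% Wilson intervals. The ribosomal protein share runs from 1.07% in tumor 1 to 7.63% in tumor 3, and the mitochondrial share from 4.31% in tumor 1 to 11.2% in tumor 4.

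The study examined the transcriptome that the fusion drives, so the levels of the fusion partners and of ATF/CREB family members were examined first. Levels are CPM scaled by the trimmed mean of M-values (TMM), and positions are in hg38. EWSR1 (ENSG00000182944, chromosome 22, 29268009 to 29300525) had 203 ± 89.9 CPM (SD, n = 5) and was highest in tumor 1, at 360 CPM. ATF1 (ENSG00000123268, chromosome 12, 50763710 to 50821162) had 29.99 ± 16.9 CPM (SD, n = 5), from 9.56 CPM in tumor 1 to 49.9 CPM in tumor 4. Gene-level counts do not separate fusion reads from reads of the normal alleles. CREB1 (ENSG00000118260, chromosome 2, 207529737 to 207605988) had 75.3 ± 40.0 CPM (SD, n = 5). CREM (ENSG00000095794, chromosome 10, 35126791 to 35212958), which the study names among the genes raised in CCS, had 78.6 ± 58.8 CPM (SD, n = 5), from 15.3 CPM in tumor 1 to 162 CPM in tumor 2.

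Pairs of these genes were compared within each tumor by an exact sign-flip permutation test, two-sided. With 5 tumors the smallest p this test can give is 0.062, so none of the 4 ratios tested could pass 0.05. The log2 ratio of CREM over CREB1 was -0.12 ± 2.10 (SD, n = 5; exact p = 0.9375, Benjamini-Hochberg adjusted 0.9375) and was above 0 in 3 tumors. The log2 ratio of ATF1 over CREB1 was -1.28 ± 1.71 (SD, n = 5; exact p = 0.1875, adjusted 0.25) and was above 0 in 1 tumor, tumor 4. Division by exon length moved this family most: it turned the mean ratio of CREM over CREB1 to 0.85 and that of ATF1 over CREB1 to 0.66. Without tumor 1 the mean log2 ratio of CREM over CREB1 was 0.52, and without tumor 5 it was 0.31. RUNX1 (chromosome 21, 34787801 to 36004667) and RUNX2 (chromosome 6, 45328157 to 45664349) were both named by the study as raised. The log2 ratio of RUNX1 over RUNX2 was 0.80 ± 0.48 (SD, n = 5; exact p = 0.062, adjusted 0.125), above 0 in 5 of 5 tumors. Per kb of exon its mean was -0.10.

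Genes that the study names, or labels on a plot, as raised in CCS were then set against genes that it labels on a plot as lowered. The study chose these genes on these samples, so their levels here are not independent evidence. The mean log2(CPM + 1) of the 13 raised genes exceeded that of the 8 lowered genes by 5.33 ± 0.74 (SD, n = 5; exact sign-flip p = 0.062, adjusted 0.125), and did so in 5 of 5 tumors. The range over tumors was 4.37 in tumor 1 to 6.31 in tumor 2. This is a difference in level within tumors, not a change against muscle. The 8 lowered genes had mean levels between 0.286 CPM (TCAP) and 12.2 CPM (SHISA4). TCAP (chromosome 17, 39665349 to 39666554) had 0 to 7 counts in a library.

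The raised genes did not share a single pattern over the tumors. HIF1A (ENSG00000100644, chromosome 14, 61695513 to 61748259) was steady, at 250 ± 30.3 CPM (SD, n = 5). FAT1 (chromosome 4, 186587794 to 186726722) had 1034 ± 493 CPM (SD, n = 5) and NONO (chromosome X, 71254814 to 71301522) had 316 ± 94.9 CPM (SD, n = 5). STC1 (ENSG00000159167, chromosome 8, 23841929 to 23854806) ranged from 21.0 CPM in tumor 1 to 3630 CPM in tumor 2. Its mean was 976 CPM and fell to 313 CPM without tumor 2. MOXD1 (chromosome 6, 132296055 to 132401475) ranged from 7.44 CPM in tumor 4 to 566 CPM in tumor 2, and its mean of 219 CPM fell to 133 CPM without tumor 2. TCEAL8 had a mean of 117 CPM, and 65.8 CPM without tumor 2. FAM43A ranged from 6.75 CPM in tumor 1 to 372 CPM in tumor 3. NFIL3 ranged from 10.97 CPM to 99.7 CPM, RUNX1 from 34.4 CPM to 440 CPM, RUNX2 from 19.6 CPM to 240 CPM, FOS from 40.9 CPM to 153 CPM and JUNB from 45.2 CPM to 135 CPM.

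The study also names genes whose promoters form chromatin loops with super-enhancers in a CCS cell line (the looped list), and 6 of the 7 have an entry in the table. MITF (ENSG00000187098, chromosome 3, 69739456 to 69968336) had 6.61 CPM in tumor 1, from 47 counts. In the other tumors it had 1094, 933, 466 and 740 CPM in order. SOX10 (ENSG00000100146, chromosome 22, 37970686 to 37987422) had 526 CPM in tumor 1 and was lowest in tumor 5, at 189 CPM. FOSL1 (chromosome 11, 65892049 to 65900573) had 110 CPM in tumor 1 and at most 7.89 CPM in the others. Its mean was 25.2 CPM, and 3.98 CPM without tumor 1.

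**Figure D2:**
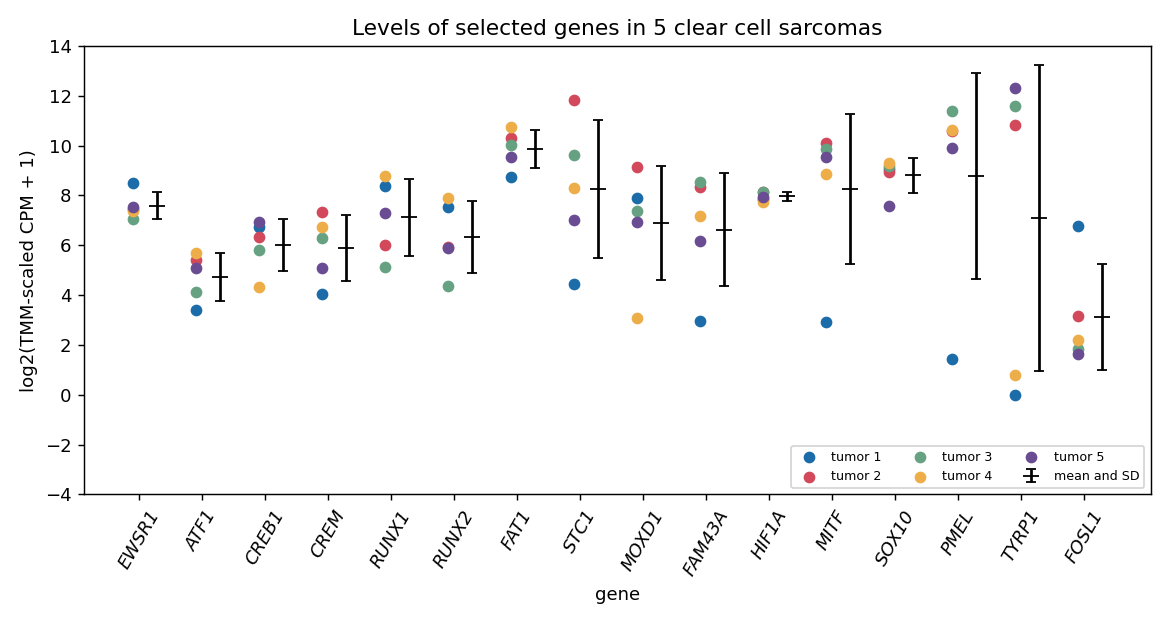
Levels of 16 genes (horizontal axis) as log2 of TMM-scaled CPM plus 1 (vertical axis); each colored point is 1 of the 5 tumors and the black bar gives the mean and SD. HIF1A lies between 212 and 283 CPM, whereas MITF is at 6.61 CPM in tumor 1 and at 466 to 1094 CPM in the others.

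It was then asked how much genes vary between tumors in general. The typical biological coefficient of variation (the square root of edgeR's common dispersion) was 0.764, and the median SD of log2(CPM + 1) over 14598 genes was 0.69 (quartiles 0.47 and 1.05). Leaving out tumor 1 moved it most, to 0.706. Of the 14598 genes, 14357 varied by more than counting noise. With this wide spread as the reference, 0 genes varied more than genes of the same abundance at a Benjamini-Hochberg adjusted p under 0.05 in edgeR's quasi-likelihood fit, and 775 did so at an unadjusted p under 0.05. The smallest adjusted p was 0.907. The power of this test in the tumors was not measured, because the simulated genes lacked their gene-to-gene differences in dispersion. The 0 calls therefore do not show that no gene was more variable. Among the 28 tested genes of the study's lists with EWSR1, ATF1 and CREB1, 0 passed when adjusted over the list alone, 0 when adjusted over all genes and 1 without adjustment. DESeq2 marked 135 genes as dispersion outliers, the alternative that moved this count most.

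A gene was counted as having 1 tumor apart where the gap between that tumor and the nearest other exceeded Dixon's 95% critical value for 5 samples. This held for 1074 of the 14598 genes, whereas 4.89% of 100000 draws of 5 normal values passed. The simulated counts gave 5.42% of genes with no added variation. With an added SD of 2 and of 4 on the log2 scale they gave 5.47% and 5.39%. Tumor 1 was apart for 395 genes (225 high, 170 low), or 2.71% of all genes tested. Tumor 2 was apart for 57 genes, tumor 3 for 107, tumor 4 for 243 and tumor 5 for 272, of which 241 were high. A filter at a mean of 0.1 CPM moved the total most, to 1373 genes, and a filter at 5 CPM gave 787. The counts per tumor moved more. Without tumor 1, tumor 4 was apart for 468 genes, tumor 5 for 410 and tumor 2 for 89, and without tumor 3, tumor 2 was apart for 111. Tumor 5 had fewer such genes than tumor 4 at 5 CPM (150 against 203) and with a pseudocount of 0.25 (197 against 236).

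Finally, 19 gene lists fixed beforehand were tested for a shared shift between tumors. For 17 lists with at least 4 members with counts, the SD between tumors of the list mean was compared with 10000 random lists matched on expression. The permutation p is one-sided, is taken over genes and describes these 5 libraries. The smallest p it can give is 0.0001, which all lists with an adjusted p of 0.00034 reached. Of the 17 lists, 15 exceeded the random lists at an adjusted p under 0.05. The melanocytic list had an SD of 1.74 against a median of 0.25 in random lists, 6.87 times as wide (adjusted permutation p = 0.00034). It was lowest in tumor 1, at 3.75 on the log2(CPM + 1) scale, and lay between 6.54 and 8.07 in the others. Without tumor 1 its spread was 3.01 times that of random lists. PMEL (chromosome 12, 55954105 to 55973317) had 1.69 CPM in tumor 1 and 951 to 2671 CPM in the others. TYRP1 (chromosome 9, 12685439 to 12710285) had 0 counts in tumor 1 and 6 counts in tumor 4, and 1801 CPM in tumor 2, 3076 CPM in tumor 3 and 5014 CPM in tumor 5. The 2 list members MITF and SOX10 are also on the looped list.

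The study linked raised genes to the cell cycle and DNA replication and lowered genes to oxidative phosphorylation and the TCA cycle, and these lists also varied between tumors. The cell cycle list had an SD of 1.59 (6.26 times random lists; adjusted permutation p = 0.00034). It was highest in tumor 4, at 6.09, and in tumor 1, at 5.47, and was 2.57 to 3.28 in the others. MKI67 (chromosome 10, 128096659 to 128126423) had 630 CPM in tumor 4, 287 CPM in tumor 1 and 18.9 to 45.4 CPM in the others, and AURKB had 1.53 to 64.4 CPM. DNA replication varied 2.82 times as much as random lists (adjusted permutation p = 0.0034), with POLD1 at 10.5 to 103 CPM and POLE at 34.5 to 199 CPM. Oxidative phosphorylation varied 4.13 times as much (adjusted permutation p = 0.00034) and was lowest in tumor 1, at 5.26, and highest in tumor 3, at 7.15. Its most variable members were COX7B (5.63 to 65.1 CPM) and CYC1 (32.1 to 265 CPM). The TCA cycle list varied 2.10 times as much (adjusted permutation p = 0.0457), with MDH2 at 65.8 to 403 CPM. With total counts in place of TMM its adjusted permutation p was 0.0568, without tumor 2 it was 0.0596 and without tumor 3 it was 0.103.

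Lists of genes of other cell types varied as well. The fibroblast list had an SD of 1.59, 5.62 times random lists (adjusted permutation p = 0.00034), and was highest in tumor 5, at 10.11. Without tumor 5 it was 2.16 times random lists (adjusted permutation p = 0.0737). DCN had 1696 CPM in tumor 5 and at most 111 CPM in the others, and LUM had 1020 CPM and at most 134 CPM. The endothelial list was 2.86 times as wide as random lists (adjusted permutation p = 0.0034), with VWF at 257 CPM and EMCN at 26.99 CPM in tumor 5, and 1.22 times without tumor 5 (adjusted permutation p = 0.39). Macrophage genes varied 3.42 times as much (adjusted permutation p = 0.0017), with CD163 at 100.01 CPM and CSF1R at 134 CPM in tumor 1. T cell genes varied 1.84 times as much (adjusted permutation p = 0.0462), and 2.83 times without tumor 5 (adjusted permutation p = 0.0107). The adjusted permutation p of this list was 0.0588 with a pseudocount of 0.25, 0.0516 with members of at least 1 CPM and 0.0716 without tumor 2. IL7R had 132 CPM in tumor 1, and CD8A had at most 3.66 CPM in any tumor. Adipocyte genes varied 2.10 times as much (adjusted permutation p = 0.0284), with FABP4 at 9.39 CPM and PLIN4 at 6.72 CPM in tumor 5 and at most 2 and 4 counts in another tumor. With members of at least 1 CPM its adjusted permutation p was 0.108. Skeletal muscle genes varied 2.29 times as much (adjusted permutation p = 0.0137), with NEB at 5.93 to 106 CPM and TTN at 71.4 CPM in tumor 5. Neither of the last 2 lists kept 4 members with counts without tumor 5.

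Among the remaining lists, interferon genes varied 4.41 times as much as random lists (adjusted permutation p = 0.00034), with IFI6 at 9.42 to 341 CPM and IFI44L at 7.17 to 147 CPM. Immediate early genes varied 2.87 times as much (adjusted permutation p = 0.00359), with IER3 at 141 CPM and JUN at 304 CPM in tumor 1. The list holds 2 of the raised genes. Hypoxia genes varied 2.61 times as much (adjusted permutation p = 0.00433), with VEGFA at 10.1 to 312 CPM and EGLN3 at 1.13 to 67.1 CPM. Without tumor 4 the hypoxia list was 0.704 times as wide as random lists (adjusted permutation p = 0.784). The raised list of the study varied 3.26 times as much (adjusted permutation p = 0.00408), and 2.09 times without tumor 2 (adjusted permutation p = 0.0562). The looped list (1.09 times, adjusted permutation p = 0.449) and the lowered list (0.498 times, adjusted permutation p = 0.923) did not exceed random lists. Opposite shifts cancel in a list mean, so this does not show that single members were steady. In the looped list, MITF was lowest and FOSL1 highest in tumor 1. The looped list was 0.711 times as wide without tumor 2, and the lowered list 0.145 times without tumor 4. The erythrocyte list had 0 members with at least 10 counts. Of the 7 keratinocyte genes only 1, KRT10, has an entry in the table, and the others were not analysed here. Neither list was tested.

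**Figure D3:**
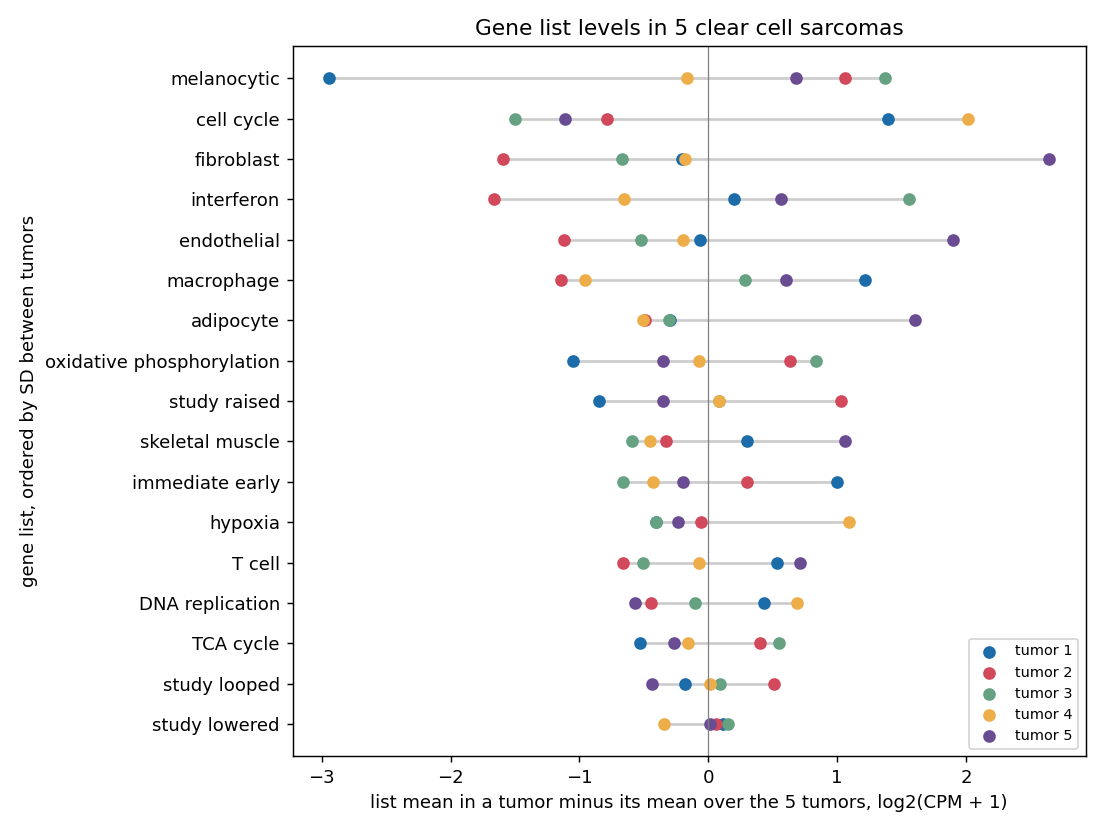
Mean log2(CPM + 1) of each of the 17 tested gene lists (vertical axis) in each tumor, minus the list's mean over the 5 tumors (horizontal axis); points are tumors and grey lines give the range. The melanocytic list has the widest SD, 1.74, with tumor 1 lowest, and the lowered list the narrowest, 0.20.

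The most abundant RNAs were MALAT1 (21817 ± 4570 CPM, SD, n = 5), NEAT1 (5550 ± 1719 CPM), EEF1A1 (6810 ± 5629 CPM) and 7 mitochondrially encoded RNAs. These were MT-CO1 (19341 CPM), MT-ND4 (13519 CPM), MT-ND5 (7579 CPM), MT-CO3 (7019 CPM), MT-CO2 (6029 CPM), MT-ND1 (5119 CPM) and MT-CYB (4466 CPM). In the annotation 83.7% of the exon bases of MALAT1 are shared with another gene, so its count is uncertain where reads that overlap several genes were dropped. EEF1A1 ranged from 1600 CPM in tumor 4 to 13058 CPM in tumor 3. At the other extreme, the 5 steadiest genes among those with a mean of at least 100 CPM were STAU1 (108 ± 2.48 CPM, SD, n = 5), SPG11 (156 ± 4.28 CPM), CHD8 (171 ± 8.40 CPM), HNRNPUL1 (250 ± 13.2 CPM) and LRRC59 (110 ± 7.72 CPM).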

Values the study reported

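The study reported 4754 upregulated and 3847 downregulated genes in human CCS tumors relative to skeletal muscle. It reported 432 upregulated and 194 downregulated genes shared by its 3 CCS datasets.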

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

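The tests of the tumor cell share in tumors 1 and 5, myelinated nerve, a mislabelled sample, muscle and the lowered list were settled after the values of their genes had been seen. These include ERBB3, PMP2, ACTA1, CKM and MYH7, which were chosen in the same way. The other tests below were chosen after the pattern but before their own result. Single tumors stood apart from the other 4 by Dixon's gap over range in 7 of 68 values whose choice did not depend on their spread. Chance alone gives about 1 in 20 of such values, so some of these are what chance would give. The same held for 7 of 33 genes that the naming rule picked by their spread in these tumors and for 5 of 17 values chosen after they were seen, and the chance rate does not apply to either set. The design has a single group, so it offers no biological contrast, and explanations below are hypotheses.

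Tumor 1 was low for MITF (gap over range 0.828), PMEL (0.851) and PRUNE2 (0.789), the last chosen after its values were seen, with 5.49 CPM in tumor 1 and 1616 to 7056 CPM in the others. Lower depth of tumor 1 is argued against: with every library thinned to the total of tumor 1, the lowest MITF count in the others was 2807, against 47 in tumor 1. Transcript length and GC content do not account for it either. The melanocytic list deviated by -3.68 in tumor 1 on the log2 scale, and the lowest of 10000 lists matched on expression, length and GC deviated by -2.12. A lower share of tumor cells would lower SOX10 and ERBB3 too, but their mean was 0.22 higher in tumor 1 on the log2 scale. Myelinated nerve would bring all its abundant transcripts. PMP2 had 97.6 CPM in tumor 1, but MBP had 11.5 CPM there and 130 to 385 CPM in the others, PRX was at 6.19 CPM and MAG at 0. A candidate explanation is loss of the MITF programme. The 11 of 12 MITF target genes in the table were 2.27 lower in tumor 1 on the log2 scale, 8 of them were lowest there, and the permutation p of 0.0001 (one-sided) was the smallest that 10000 matched lists can give. This cannot separate loss of MITF from loss of a wider melanocytic state. A mislabelled sample cannot be told apart from a true CCS without MITF, since gene-level counts do not show the fusion. ATF1 was lowest in tumor 1, at 9.56 CPM. The raised list was also lowest there, at 6.17 against 6.68 to 8.06 in the others, although its member FOS was highest there. The study names rare CCS in which EWSR1 is fused to CREB1 or CREM, and such a fusion in tumor 1 stays open as well. MET, also chosen after its values were seen, had 1.69 CPM in tumor 1 and 289 to 2040 CPM in the others.

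Tumor 1 was high for NRXN3 (gap over range 0.789, 611 CPM against at most 3.53 CPM), MYT1L (0.978, 237 CPM against at most 1 count) and KLHL41 (0.727). NRXN3 and MYT1L were chosen after their values were seen, and no explanation was tested for them. KLHL41, a muscle gene, had 26 counts in tumor 1 and 8 to 13 counts in the others. Muscle fibres in the specimen are argued against, since the highest of ACTA1, CKM and MYH7 in tumor 1 was 0.422 CPM.

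Tumor 5 was high for KRT10 (gap over range 0.832), a keratinocyte gene chosen after its values were seen, with 3688 CPM there and at most 18.5 CPM in the others. Skin in the specimen may be a source. Of the 26 genes of the epidermis list only 9 have an entry in the table, and the others were not analysed here. Of the 9, 8 were highest in tumor 5, where 1.8 are due by chance. The most abundant were PERP (1336 CPM against at most 37.3 CPM), JUP (604 CPM against at most 94.8 CPM) and TP63 (214 CPM against at most 0.985 CPM). LAMB3 was the exception. Of the 9, 6 had a mean of at least 1 CPM over tumors 1 to 4, so those 6 are not specific to skin. Among the rest, IVL had 39.4 CPM and LY6D 40.2 CPM in tumor 5, and both had 0 in the other tumors.

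Tumor 5 was also low for SOX10 (gap over range 0.787) and high for EMCN (0.880), DCN (0.713), TTN (0.807), FABP4 (0.916), PLIN4 (0.782) and the adipocyte list (0.902). A lower tumor cell share alone is argued against, since it should raise the markers of every other cell type alike: the fibroblast list rose by 2.56 more than the macrophage list on the log2 scale in tumor 5. More connective tissue of another make-up stays open too, and skin and fat under it would fit the 8 epidermal genes. TTN had 71.4 CPM in tumor 5, whereas ACTA1 had 0.198 CPM, and its cause was not tested. Tumor 5 also had the most genes with at least 10 counts (gap over range 0.770). Depth does not account for this, because 14027 genes had at least 10 counts in tumor 5 after every tumor was thinned to the lowest total, against at most 13591 in the others. A mixture of tissues is a candidate explanation and was not tested on this count.

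Tumor 4 was high for the hypoxia list (gap over range 0.765) and for PCK1 (0.8997), a gene of gluconeogenesis chosen after its values were seen, with 947 CPM there and at most 0.989 CPM in the others. Transcript length and GC content are argued against for the hypoxia list. It lay 1.37 above the mean of the other tumors on the log2 scale, and the one-sided permutation p against matched lists was 0.0001, the smallest they can give. Low oxygen in tumor 4 may account for it and no other measure of it was tested. Of the 11 members, 7 were highest in tumor 4. VEGFA was instead highest in tumor 1, at 312 CPM against 303 CPM in tumor 4, and EGLN3 had 61.8 CPM in tumor 2 against 67.1 CPM in tumor 4. For PCK1, liver cells are argued against: the highest of the 4 hepatocyte genes in the table was TF, at 79.6 CPM, and FGA and FGB had 0 counts. Kidney tubule cells are argued against too, because CUBN, the highest of the tubule genes tested, had 10.5 CPM. Only 3 of the 8 tubule genes were in the table. The source of PCK1 stays open.

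The lowered list was low in tumor 4 (gap over range 0.717). Members near 0 counts may be the source, but this stays open. Without the 1 member with a mean under 1 CPM over all tumors, TCAP, the gap over range was 0.903 with tumor 4 still lowest, and several of the 7 members left have few counts as well. LRRC59 was high in tumor 3 (gap over range 0.742), but it is among the steadiest genes, with 105 to 123 CPM, and no explanation was tested.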

How the results depend on the processing

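The ribosomal protein share without abundant genes was chosen after seeing the data, and it changed the ratio of the highest to the lowest share from 7.13 to 7.40. Among the results that answer a comparison, 63 values under an alternative kept their direction and side of the threshold or, where no test applies, lay within the spread set for them, 2 moved and 5 reversed. Of the spreads of single lists, 139 values kept their direction and side of the threshold, 10 became weaker and 2 reversed. The 504 alternative mean levels of named genes all lay within 1 SD of the reported mean. This says little, because the SD between tumors is wide and leaving out 1 of 5 tumors cannot move a mean by a whole SD.

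Per kb of exon, the mean log2 ratio turned from -0.12 to 0.85 for CREM over CREB1, from -1.28 to 0.66 for ATF1 over CREB1 and from 0.80 to -0.10 for RUNX1 over RUNX2. The alternative's own construction shows the cause: the exon lengths of the genes differ, so raw count ratios between genes say little about molar ratios. The excess of the raised over the lowered list kept its direction, at 3.95. The ratio of CREM over CREB1 ran from -0.76 to 0.52 across the 5 fits that each left out one tumor, with the sign reversed without tumor 1 and without tumor 5. No ratio could pass 0.05 with so few tumors under any alternative, so these tests say nothing about stability.

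The typical coefficient of variation was 0.706 to 0.776 across the fits that each left out one tumor, lowest without tumor 1. The count of hypervariable genes stayed at 0 under the other scalings, filters and the non-robust trend and without each tumor, with 711 to 863 genes at an unadjusted p under 0.05. DESeq2 gave 135 dispersion outliers, which is another criterion. The number of lists past the threshold was 11 to 15 over all alternatives, lowest without tumor 5. The looped list varied from 0.711 to 1.36 times as much as random lists when each tumor was left out, below 1 without tumor 2. The hypoxia list varied from 0.704 to 2.94 times as much, below 1 without tumor 4, so its spread comes from that tumor. The 10 weaker results were all list spreads (TCA cycle, T cell, adipocyte, study raised, endothelial and fibroblast). The adipocyte and skeletal muscle lists gave no value without tumor 5.

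Leaving out 1 tumor moved the mean level of 24 of 72 named genes by over 1.5 times, for example STC1 from 976 to 313 CPM without tumor 2 and FOSL1 from 25.2 to 3.98 CPM without tumor 1, in 9 cases each for tumor 1 and tumor 5. Depth limits the lowered genes: most had fewer than 30 counts in some library.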

Other observations

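The tests in this part were chosen after the patterns were seen. The test on stable cytoplasmic mRNA and that on TOP mRNAs used lists written before their values were seen. The test on shared exons was prompted by the names of some genes at 0.

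The share of counts from 81 ribosomal protein genes differed 7.13-fold between tumor 3 and tumor 1. A few abundant genes taking the counts are argued against, since the ratio was 7.40 without mitochondrial genes and the 100 most abundant other genes. On the log2 scale the ribosomal protein list ranged over 2.96 between tumors. Lists matched on expression and transcript length had a median range of 0.79 (highest 1.58), and lists matched on expression and GC content 0.27 (highest 0.91). Neither property therefore accounts for the whole range, but transcript length may account for part of it. Reads assigned to pseudogenes of these genes, a test settled after its values had been seen, stay open. The share of the pseudogenes in the table differed by 0.00857 percentage points, against 6.56 points for the genes, but only 117 of the 1600 in the annotation have an entry. Loss of stable cytoplasmic mRNA is argued against as the whole cause, since such a list was only 0.65 higher in tumor 3 than in tumor 1 on the log2 scale. That difference was not compared with matched lists, so a part in the pattern stays open. A candidate explanation is shared regulation of TOP mRNAs, which begin with a tract of pyrimidines and are controlled together with ribosomal proteins. The 16 other TOP mRNAs ranged over 2.19 on the log2 scale against a median of 0.51 in matched lists (one-sided permutation p = 0.0001, the smallest they can give). EEF2, a TOP mRNA chosen after its values were seen, ran from 780 CPM in tumor 1 to 5629 CPM in tumor 3. RNA quality was not measured here and stays open.

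Of the 14379 protein-coding genes, 195 had 0 counts in all tumors. Exons shared with another gene may be a source for part of them. At least 90% of the exon bases were shared with another gene for 22.6% of these genes (44 of 195), against 0.768% of the genes with counts (109 of 14184; Fisher's exact test, two-sided, p = 6.21e-47, odds ratio 37.6). TREX1, TOMM6, UTP14C, PIGY and PYURF, chosen after their values were seen, are such genes, with 100% of their exon bases shared. A count of 0 for such a gene is therefore no evidence that it is silent. The hemoglobin genes HBB, HBA1 and HBA2, also chosen after their values were seen, were listed at 0 in all 5 tumors. HBB shares 0% of its exon bases, HBA1 21.3% and HBA2 19.2%, so shared exons do not explain HBB. Its 0 was not explained here.

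The remaining added lists are given as values only. The means of the myelinating Schwann cell list on the log2(CPM + 1) scale were 6.27, 4.49, 5.58, 4.70 and 5.12 in tumors 1 to 5. The hepatocyte list lay between 2.32 and 4.41 and the proximal tubule list between 1.81 and 2.63.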
